A study of Mus musculus with 12 samples. Its data were reported in "ASXL2 is essential for haematopoiesis and acts as a haploinsufficient tumour suppressor in leukemia" (2017).

How the data were processed

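The series holds 12 samples of c-Kit+ bone marrow cells from mice that carry a mutant Asxl1 knock-in allele or are wild type (WT) at Asxl1. c-Kit (CD117) is the receptor that marks haematopoietic stem and progenitor cells, and the cells were enriched with magnetic beads against it. Of the 12 samples, 10 are chromatin immunoprecipitation libraries (FLAG, Asxl1, H2AK119Ub, H3K27me3, H3K4me3 and an input), which were not analysed here. The other 2 are RNA-seq libraries, 1 from knock-in cells and 1 from WT cells, and every value below comes from these. The labels do not state whether a library pooled several mice. The paper named above describes Asxl2- and Asxl1-deficient cells and points to a separate data deposit, so neither its methods nor its values were taken to describe these 2 libraries.

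Per the labels, poly(A) RNA was fragmented and made into strand-specific libraries, sequenced as single-end reads of 36 bp and mapped to the mouse genome build mm10 (GRCm38). The aligner, the counting tool and the gene annotation are not stated. The labels speak of RPKM values, which are scaled by transcript length and library size, but the deposited files hold raw read counts, 1 whole number per Ensembl gene identifier, with no normalization by the authors. Reads of this length often match several near-identical genes, and how the authors' counting treated such reads is unknown. Values of pseudogenes, haemoglobin genes and immunoglobulin segments are therefore uncertain.

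Of the 39017 gene identifiers in the files, 37693 matched GENCODE M21 (GRCm38), which gave symbols, gene types and coordinates (1-based). The 1324 without a match held 0.320% of the WT reads and 0.314% of the knock-in reads and were kept under their identifiers. The libraries held 36218086 (WT) and 36643882 (knock-in) counted reads. At this depth 3 reads correspond to 0.0819 CPM (read counts scaled for library size) in WT and 0.0828 CPM in knock-in, which is the smallest expression taken as measurable.

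Counts were scaled with the trimmed mean of M values (TMM, edgeR 4.0.16 in R 4.3.3), with factors of 1.01 for WT and 0.988 for knock-in, and expressed as CPM. Genes with at least 1 CPM in at least 1 library were kept (12717 genes). Fold changes are log2((knock-in CPM + 0.5) / (WT CPM + 0.5)), and the pseudocount of 0.5 CPM understates the changes of genes with low expression. Where an interval is given, the log2 ratio is of the CPM without a pseudocount, with the 95% Clopper-Pearson interval of the share of the gene's reads that fell in the knock-in library. Shares of all reads have 95% Wilson intervals. All intervals and floors cover counting error only, since reads amplified without molecular identifiers are not independent molecules and no interval here includes the spread between mice.

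With 1 library per genotype, no replicate-based test could be fitted, and quasi-likelihood tests were not run. Each gene was compared with a two-sided exact binomial test on its reads (scipy 1.17.1), with Benjamini-Hochberg adjustment over the genes kept. This test compares the 2 libraries, not the genotypes. A gene was called when its adjusted p was under 0.05 and its fold change was at least 2. In simulated counts with 200 changed genes, of which 198 passed the filter, 98.99% were called in the right direction, with 0 false calls among 12425 unchanged genes. The simulation had counting noise only, and every simulated change lay well past the fold threshold. It does not show how often genes near that threshold are called or missed.

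Marker sets were 15 hand-written gene lists. The median fold change of each set was placed among 10000 random gene lists of the same size, drawn from 20 bins of mean expression, and a set was said to stand apart outside the central 95% of these lists. Sets needed at least 5 members past the filter. The percentile describes these 2 libraries, since genes of one cell type move together and are not replicates.

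The genes named are Asxl1 and its paralogs, the 8 largest increases and the 8 largest decreases among called genes with at least 10 CPM in at least 1 library, the HoxA genes and Meis1, Xist and 4 Y-linked genes, and the 4 members with the highest CPM of each set that stood apart. Some genes that this rule selects are not reported here. The related genes Rps3a1 and Tpm3 are named besides, as a check on reads shared between the pseudogene Rps3a3 or the protein-coding gene Tpm3-rs7 and a related gene. The groups, main tests, marker sets, naming rule and the alternatives below were fixed before the data were examined. The stromal list, several tests of explanations and 2 alternatives for the shares of reads were added later, as stated where they appear. Alternatives were library-size scaling, DESeq2 1.42.0 size factors, upper-quartile scaling, pseudocounts of 0.1 and 2 CPM, no filter and a filter of 10 CPM, a fold threshold of 1.5, edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, removal of loess trends on mean expression or on GC content and transcript length (statsmodels 0.14.6), and smaller sets of genes.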

Results

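To ask how expression of mutant Asxl1 alters transcription in haematopoietic progenitors, RNA-seq of c-Kit+ bone marrow cells was compared between 1 knock-in library and 1 wild-type (WT) library. Their depths were close, with 36643882 counted reads in knock-in and 36218086 in WT. Reads fell on 20789 genes in the knock-in library and on 21091 in WT. The 10 most counted genes took 6.46% of the reads in each library. There are no replicates, so no difference below has been checked against the spread between mice.

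The targeted gene was examined first. Asxl1 (ENSMUSG00000042548, mm10 chromosome 2, 153345829 to 153404007, plus strand) had 14001 reads in the knock-in library and 6986 in WT, or 387 and 191 CPM. The log2 ratio was 1.02 (95% counting interval 0.98 to 1.06), a 2.03-fold increase. None of the 500 genes nearest to Asxl1 in mean expression rose as much. The alternative that moved this value most was removal of the trend with mean expression, which gave 0.96. Asxl1 lies so close to the 2-fold threshold that this, library-size scaling (0.98) and removal of the trends with GC content and length (0.99) each put it just below. Gene-level counts do not separate reads of the mutant allele from those of the endogenous gene. The paralog Asxl2 (chromosome 12, 3426857 to 3506852) changed little, from 129 to 138 CPM, with a log2 ratio of 0.09 (0.04 to 0.15). Asxl3 had 0 reads in both libraries, which places it below 0.0828 CPM.

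Across the 12717 genes past the filter the 2 libraries were closely similar. Pearson's r of log2(CPM + 0.5) was 0.987 and Spearman's rho was 0.991, both computed across genes, which are not independent replicates. The middle 50% of fold changes lay between -0.14 and 0.14 on the log2 scale, and 97.6% of genes differed by less than 2-fold. Counting error alone was small at this depth, and 6184 genes had an adjusted p under 0.05 in the exact binomial test on reads. This count shows that the 2 libraries differ by more than counting noise and does not bear on the genotypes, as the spread between mice is not part of the test. Requiring a 2-fold change as well left 303 genes, 135 higher and 168 lower in the knock-in library. Of these, 109 of the higher and 116 of the lower genes were protein coding. The count rested heavily on the error assumed. With a biological coefficient of variation of 0.4 in edgeR's exact test, 10 genes were called higher and 9 lower.

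**Figure D1:**
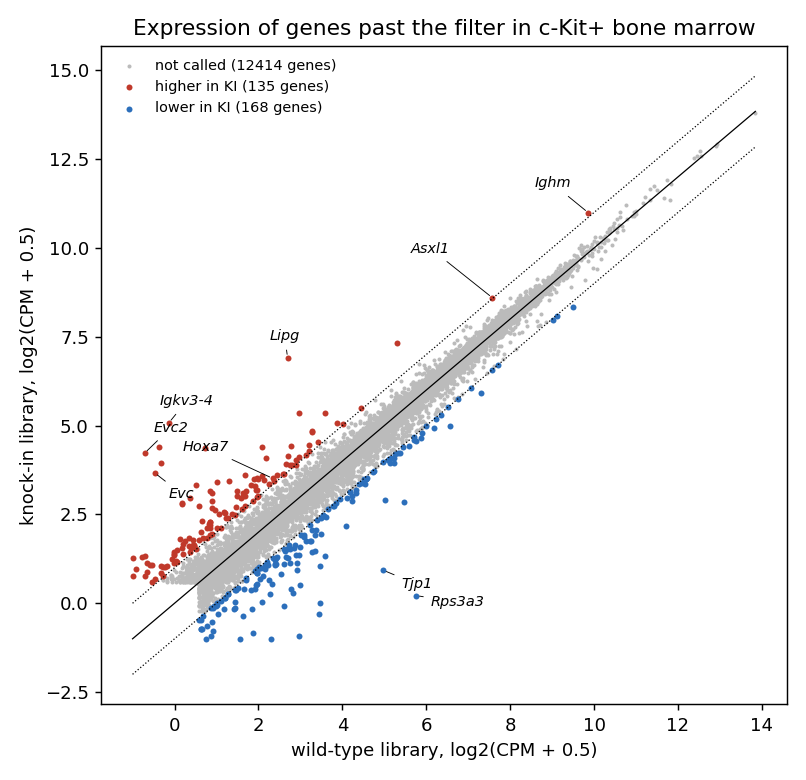
Expression in the knock-in library (vertical axis) against the WT library (horizontal axis), both as log2(TMM-normalized CPM + 0.5), for 12717 genes, 1 point per gene. The solid line marks equal expression and the dotted lines a 2-fold difference on this scale. Red points are the 135 genes called higher and blue points the 168 called lower, and Asxl1 lies at the upper dotted line.

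Among called genes with at least 10 CPM in a library, 44 were higher and 67 lower. The largest increases outside the immunoglobulin loci were in Lipg, Evc and Evc2. Lipg (chromosome 18, 74939322 to 74961263) rose from 219 to 4326 reads, with a log2 ratio of 4.32 (4.13 to 4.52). Evc2 (chromosome 5, 37338499 to 37425055) rose from 4 to 658 reads, and its ratio of 7.38 (6.02 to 9.26) rests on the 4 WT reads. Evc (chromosome 5, 37289098 to 37336894) rose from 8 to 444 reads, with a ratio of 5.81 (4.82 to 7.03). Evc and Evc2 are neighbours on opposite strands, 1604 bp apart. The other 5 of the 8 largest increases were immunoglobulin V segments, namely Igkv3-4, Igkv12-98, Ighv9-1, Ighv1-7 and Igkv4-59, with log2 fold changes from 2.41 for Igkv4-59 to 5.21 for Igkv3-4.

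The largest decrease was in the processed pseudogene Rps3a3 (chromosome 13, 108670603 to 108671397), which fell from 1962 to 24 reads with a log2 ratio of -6.34 (-6.98 to -5.76). Tjp1 (chromosome 7, 65296165 to 65527781), a protein-coding gene, fell from 1130 to 51 reads, with a ratio of -4.45 (-4.89 to -4.05). Tpm3-rs7 (chromosome 14, 113314608 to 113316754) fell from 1614 to 245 reads, with a ratio of -2.70 (-2.90 to -2.51). The pseudogenes Gm3608 and Gm6768 fell from 385 to 18 and from 388 to 57 reads. The other 3 of the 8 largest decreases were immunoglobulin V segments, with log2 fold changes from -3.75 for Igkv8-28 to -2.12. Pseudogene and V-segment values are uncertain because reads of 36 bp can match more than one copy.

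HoxA genes and Meis1, which are expressed in stem and progenitor cells, were examined as a set. All 7 HoxA genes past the filter were higher in the knock-in library, 6 of them with a counting interval above 0. Hoxa7 (chromosome 6, 52214491 to 52221854) rose from 4.58 to 10.9 CPM, with a log2 ratio of 1.25 (0.99 to 1.52), and was the 1 member called. Its fold change was 1.17 with the pseudocount of 0.5 CPM and fell below the 2-fold threshold, to 0.97, with 2 CPM. Hoxa9 (chromosome 6, 52223100 to 52231089) rose from 13.3 to 19.3 CPM, with a ratio of 0.54 (0.37 to 0.71). Hoxa5 rose from 83 to 128 reads, Hoxa6 from 53 to 79, Hoxa4 from 22 to 48 and Hoxa3 from 28 to 46. For Hoxa10, with 38 and 41 reads, no difference was detectable at this depth (0.13, -0.55 to 0.80). Meis1 (chromosome 11, 18879817 to 19018985) moved the opposite way, from 27.6 to 22.8 CPM, with a ratio of -0.28 (-0.41 to -0.14).

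**Figure D2:**
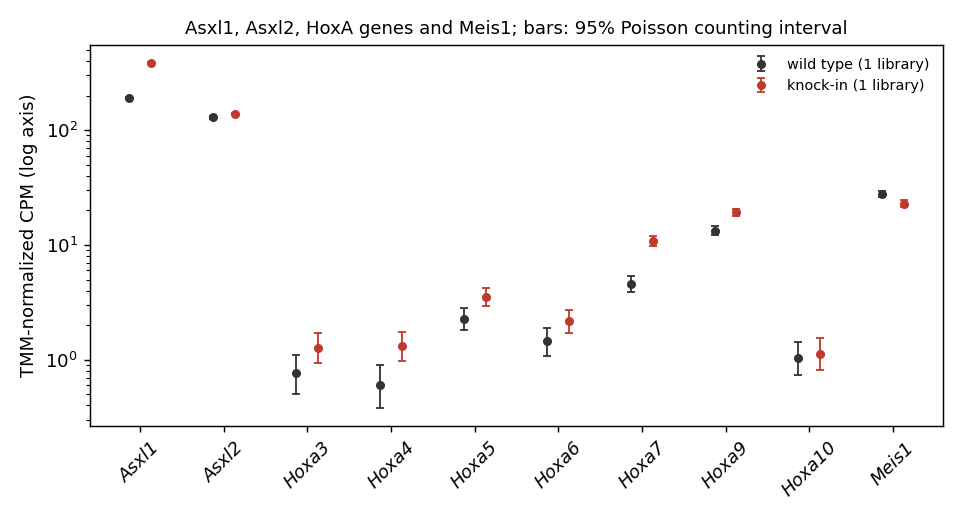
TMM-normalized CPM (vertical axis, log scale) of Asxl1, Asxl2, the 7 HoxA genes past the filter and Meis1 in the WT library (black) and the knock-in library (red), 1 library each, with 95% Poisson counting intervals as bars. Asxl1 and Hoxa7 lie about 2-fold higher in knock-in, and Meis1 lies lower.

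To compare the cell types and programmes represented in the 2 libraries, 15 marker sets were placed among matched random gene lists. Of these, 8 stood apart, 1 higher and 7 lower in the knock-in library. The set of HoxA genes and Meis1 had a median log2 fold change of 0.50 over 8 members, at percentile 99.94. The B cell set had the lowest median, -0.89 over 21 members, of which 20 were lower. Dntt fell from 2953 to 1399 reads, Rag1 from 2151 to 1101 and Ebf1 from 1906 to 905. The 1 member that rose was the immunoglobulin heavy constant gene Ighm, from 34125 to 73693 reads, with a log2 ratio of 1.13 (1.11 to 1.15). The monocyte and macrophage set had a median of -0.57 with 19 of 22 members lower (20 in 1 or more of the other scalings). In it Lyz2 fell from 3607 to 2611 CPM and Vcam1 from 878 to 550 CPM, while Itgam rose slightly from 894 to 943 CPM and Ly6c2 was nearly level at 610 and 587 CPM.

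The interferon response set had a median of -0.45 with 24 of 25 members lower (25 in 1 or more of the other scalings). Highly expressed members changed little, with log2 fold changes of -0.02 for Trim30a, -0.16 for Stat2 and -0.29 for Ddx58, and 6 members with fewer reads were called lower. The megakaryocyte and platelet set had a median of -0.41 with 17 of 20 members lower, although among its highly expressed members Thbs1 fell (-0.38) while Cd9 (0.26) and Fli1 (0.16) rose. The erythroid set had a median of -0.28 with 23 of 25 members lower, including Car2 (-0.33), Aqp1 (-0.21) and Ermap (-0.05), and Tfrc rose by 0.07. The medians of the B cell, monocyte and macrophage, interferon response, megakaryocyte and erythroid sets were each below those of all 10000 matched random lists.

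The set of immediate-early and dissociation stress genes was also below all 10000 lists, with a median of -0.24 and 19 of 23 members lower (18 in 1 or more of the other scalings). Among its most highly expressed members the log2 fold changes were -0.54 for Fosb, -0.17 for Zfp36, -0.14 for Jun and -0.01 for Klf6. The stem and progenitor set had a smaller shift, a median of -0.16 with 17 of 22 members lower, at percentile 0.13. Kit itself was level at 279 CPM in WT and 287 CPM in knock-in, and Tal1 (-0.09), Lmo2 (-0.18) and Txnip (-0.28) were slightly lower. The neutrophil granule, T and NK cell, mast cell and basophil, cell cycle, Polycomb and BAP1 complex, oxidative phosphorylation and p53 target sets lay inside the range of the random lists. The percentile that moved most under an alternative was that of the oxidative phosphorylation set, from 48.9 to 79.9 after removal of the trends with GC content and length. No alternative moved a set across the limits, although the HoxA and Meis1 set and the T and NK cell set had too few members to be placed under a filter of 10 CPM. The other scalings shift sets and random lists almost alike and so could hardly move a percentile. A list of stromal and endothelial genes was lower in the knock-in library as well (median -0.23), so a different mixture of cells was not excluded.

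**Figure D3:**
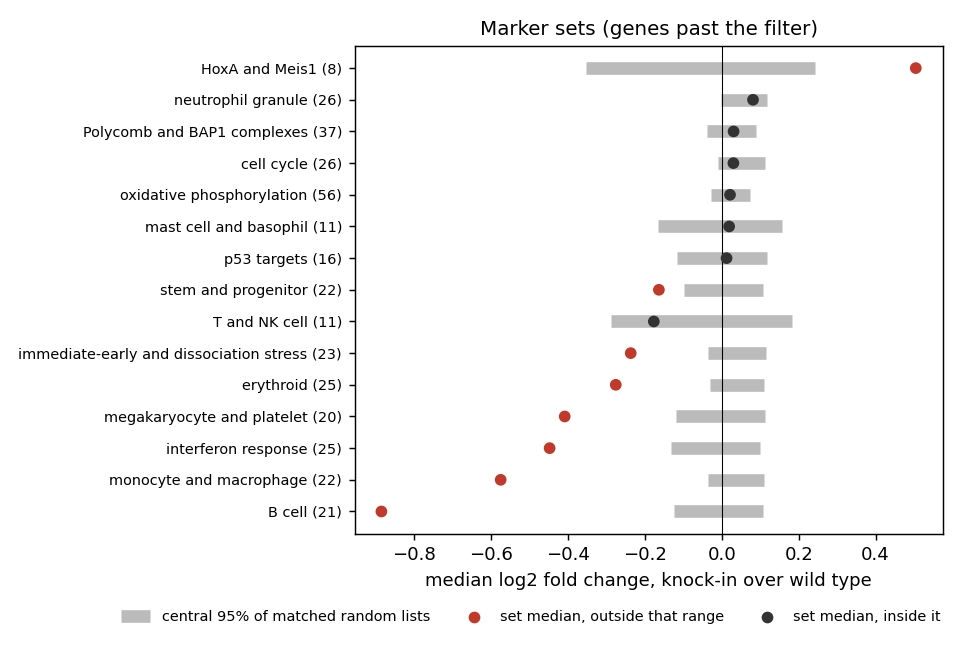
Median log2 fold change of knock-in over WT (horizontal axis) for 15 marker sets, with the number of members past the filter in parentheses. Grey bars span the central 95% of 10000 random lists matched on expression. Red points mark the 8 sets outside that range, from -0.89 for B cells to 0.50 for HoxA and Meis1, and black points the 7 sets inside it.

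The share of reads on mitochondrially encoded genes was 2.07% in knock-in (95% Wilson interval 2.07 to 2.08) and 1.86% in WT (1.86 to 1.86). Haemoglobin genes took 0.00917% of reads in knock-in (0.00886 to 0.00948) and 0.0181% in WT (0.0176 to 0.0185). Immunoglobulin genes took 0.414% in knock-in (0.412 to 0.417) and 0.343% in WT (0.341 to 0.345). These differences exceed counting error, and the spread between mice is unknown. The higher immunoglobulin share came from Ighm. Without Ighm, an alternative added after the data were seen, immunoglobulin genes took 0.213% in knock-in and 0.249% in WT, the reverse direction. Without the 10 most counted genes of either library, also added later, mitochondrially encoded genes took 0.736% of the remaining reads in knock-in and 0.682% in WT, the same direction.

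Sex-linked genes were compared because a difference in the sex of the donors would add to a difference between libraries. Xist, which is expressed from the inactive X chromosome of female cells, had 1085 CPM in WT and 972 CPM in knock-in. The Y-linked genes were expressed in both libraries as well. Ddx3y had 64.8 and 65.9 CPM, Eif2s3y 48.5 and 60.4 CPM, and Kdm5d 15.3 and 18.4 CPM in WT and knock-in. Uty had 660 reads in WT and 724 in knock-in.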

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

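Apart from 2 alternatives for the shares of reads, named as such below, which were added after the results were seen, the alternatives were chosen before the data were examined. Each changed 1 choice and kept the rest. No paired analysis was possible because each genotype has 1 library, and for the same reason leaving out a replicate was not possible.

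The numbers of called genes, 135 higher and 168 lower, stayed within 1.5 times of these values under 10 of the 15 alternatives for either direction, among them every scaling, no filter, protein-coding genes only and removal of either trend. A pseudocount of 2 CPM gave 54 higher and 70 lower genes, and a filter of 10 CPM gave 44 and 67. A fold threshold of 1.5 gave 374 and 630. An assumed biological coefficient of variation of 0.1 left the counts at 135 and 168, while 0.2 gave 66 and 55 and 0.4 gave 10 and 9. The true variation between mice was not measured, so these data do not settle which of these counts applies to the genotypes. The cause of each change was not tested.

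The log2 fold change of Asxl1, 1.02, lay between 0.98 and 1.03 under the 6 alternatives that kept it inside its counting interval. Removal of the trend with mean expression gave 0.96, just outside that interval, in the same direction. Asxl1 was called with a value just past the 2-fold threshold and lost its call in 3 of the 7 alternatives, this one, library-size scaling (0.98) and removal of the GC and length trends (0.99). The cause was not tested.

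The 8 marker sets that stood apart did so in the same direction under every alternative that left them enough members. Library-size, DESeq2 and upper-quartile scaling are no check of this, since they shift the sets and the random lists almost alike. The filter of 10 CPM left too few members of the HoxA and Meis1 set and of the T and NK cell set. The size of some medians varied more. The HoxA and Meis1 median, 0.50, lay between 0.32 (pseudocount of 2 CPM) and 0.59 (0.1 CPM), and was 0.33 with no filter. The interferon response median lay between -0.48 (library-size scaling) and -0.22 (filter of 10 CPM). Under the same 2 alternatives the megakaryocyte and platelet median was -0.44 and -0.23. Sets inside the random range crossed its middle without leaving it in 7 of their 62 recomputations. The Polycomb and BAP1 complexes moved from percentile 55.4 to 49.05 after removal of the GC and length trends. Oxidative phosphorylation moved from percentile 48.9 to 50.18 with a pseudocount of 2 CPM, 53.03 without the expression trend and 79.94 without the GC and length trends. The p53 targets moved from percentile 54.7 to 42.17 without the expression trend, 45.73 without the GC and length trends and 47.56 with the filter of 10 CPM. The cause was not tested.

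With a denominator that leaves out the 10 most counted genes of either library, the differences in share between knock-in and WT were 0.227 percentage points for mitochondrially encoded genes, -0.00953 for haemoglobin genes and 0.0765 for immunoglobulin genes, against 0.212, -0.00889 and 0.0714 over all reads. This denominator scales the shares of both libraries almost alike and is no check of direction. Of the alternatives added later, leaving the same genes out of the numerator too gave 0.0543 for mitochondrially encoded genes and left the values for haemoglobin and immunoglobulin genes at -0.00953 and 0.0765, and leaving out Ighm reversed the immunoglobulin difference to -0.0354. The smaller mitochondrial difference follows from leaving out highly counted mitochondrial genes, and the remaining ones took 0.736% in knock-in and 0.682% in WT, the same direction.

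Of 406 recomputed fold changes of named genes other than Asxl1, 401 kept their direction and their side of the call. Ddx3y changed sign, to -0.011 with library-size scaling and to -0.00020 without the expression trend, and Kit changed sign to -0.021 without the expression trend. The cause of these changes was not tested. Hoxa4 passed the 2-fold threshold with a pseudocount of 0.1 CPM (1.03), and Hoxa7 no longer passed it with 2 CPM (0.97). Depth limits the fold changes of Evc2 and Evc, with 4 and 8 reads in WT, and of Hoxa3, Hoxa4, Hoxa6 and Hoxa10, with fewer than 80 reads in each library. It also limits those of Igkv12-98, Ighv9-1 and Igkv3-4, with 10, 11 and 15 reads in WT. The same holds for Igkv8-28, Gm3608 and Rps3a3, with 11, 18 and 24 reads in knock-in.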

Other observations

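The tests on Evc and Evc2, immunoglobulin V segments, pseudogenes, the HoxA set against the stem and progenitor set, and the stromal list were chosen after the results they bear on were seen, and the other tests were set out beforehand. With 1 library per genotype, differences between mice unrelated to the allele were not tested and are not excluded for any pattern here.

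Several technical explanations for the 303 called genes were examined. The library totals differed 1.01 times, and the share of the 10 most counted genes differed by 0.00798 percentage points, so neither depth nor a few abundant genes account for them. Xist differed by -0.16 on the log2 scale, which excludes 1 sex in one library and the other sex in the other but not a different proportion of the sexes. Across genes, which are not replicates, Spearman's rho of fold change was 0.0538 with GC content and 0.0572 with transcript length, both within 0.1 of 0. With mean expression rho was 0.149, a weak trend whose removal left 150 genes called higher and 143 lower. The 5 Mb around Asxl1 and the 5 Mb around the Gt(ROSA)26Sor locus, where many knock-in alleles are placed, held 58 and 32 genes past the filter, and apart from Asxl1 itself 0 of these were called. The share of random placements with fewer called genes was 0%, a value that a count of 0 fixes. Random placement would put 1.38 and 0.762 called genes there on average and none in 24.6% and 46.2% of cases, so a stretch of donor-strain genome around the knock-in allele cannot be excluded by this test. The labels do not state where the allele lies. The set of immediate-early and dissociation stress genes lay at percentile 0, so a stress response during cell isolation that differed between the libraries is not excluded. As 1 of its 23 members was called, with a median of -0.24, the percentile bears on small shifts and does not show that stress produced the called genes.

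The rise of Asxl1 stood at percentile 100 among the 500 genes nearest to it in mean expression. This is consistent with the hypothesis that the knock-in allele adds Asxl1 transcripts that are counted with the endogenous gene. A rise of the endogenous gene would look the same in gene-level counts and is not excluded.

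Both libraries contained Xist, at 1085 CPM in WT and 972 CPM in knock-in, and transcripts of all 4 Y-linked genes examined. Each library thus held RNA from female and from male cells, which points to pooled mice in each. Xist was lower in knock-in (-0.16), while Eif2s3y (0.31) and Kdm5d (0.26) were higher and Ddx3y was near 0. A different proportion of male and female donors may contribute to this, but the labels give neither the sex nor the number of the donor mice, and this was not tested.

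The lower B cell, monocyte and macrophage sets may reflect a different mixture of cells, or of RNA released from them, after bead selection. For a different purity of the c-Kit selection, the test set out beforehand required that at least 2 of the B cell, T and NK cell and neutrophil granule sets lie outside the central 95% in one direction, and 1 of these 3 sets did. That criterion was not met, but it left out the monocyte and macrophage, erythroid and megakaryocyte sets. Those sets were each at percentile 0 in the lower direction, like the B cell set. A different mixture of cells, mature or immature, is therefore not excluded. A list of 28 stromal and endothelial genes, of which 20 passed the filter, had a median log2 fold change of -0.23 at percentile 0.3. Less RNA from other bone marrow cells in the knock-in library is thus not excluded for the B cell and monocyte and macrophage sets. Their medians, -0.89 and -0.57, lay further from 0 than that of the list, and Ighm and the light-chain constant genes rose, so the test does not show that this explanation accounts for them. It was not tested for the other lower sets.

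The HoxA genes past the filter were higher in the knock-in library, although for Hoxa10 no difference was detectable. The stem and progenitor set lay at percentile 0.13. A larger share of stem and progenitor cells in the knock-in library, which would raise both, is not borne out by that test. The set's median reflects every cell type that expresses its members, so a larger share of a HoxA-expressing subset is not excluded. Higher expression of HoxA genes within the cells may be a hypothesis for replicated data, although Meis1 fell and a difference in stress response or cell mixture was not excluded.

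Evc and Evc2 rose together from fewer than 10 reads each in WT. A change of the whole chromosome 5 stretch around them would also raise their neighbours. Of 16 other genes past the filter within 1 Mb, 1 was called higher (1.17 on the log2 scale), as many as a random draw gives in 15.7% of cases. The remaining 15 were not called and had log2 fold changes from -0.33 to 0.50. The neighbours thus give no support for a change of the whole stretch. No test here bears on the changes of Lipg and Tjp1.

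Immunoglobulin V segments were called in both directions, 23 higher and 31 lower of 104 past the filter. The SD of their log2 fold changes was 1.57, against a median of 0.49 in matched random lists of other genes, at percentile 100. Sampling of different B-cell and plasma-cell clones in the 2 libraries is a candidate explanation. The test does not settle it, since V segments were examined because of this pattern, and reads shared between segments were not tested. Ighm took 48.5% of immunoglobulin reads in knock-in and 27.5% in WT, while the 5 other heavy-chain constant genes past the filter were lower, with log2 fold changes from -1.18 to -0.59, as were the other 20 members of the B cell set. The 2 light-chain constant genes past the filter rose with Ighm, with log2 fold changes of 0.23 and 0.57. The cause was not tested.

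Pseudogenes made up 2.97% of called genes and 1.32% of genes past the filter, an odds ratio of 2.36, and 8 of the 9 called were lower in knock-in. Without the 8 largest decreases, which prompted the comparison, the shares were 2.03% and 1.30%, the former from 6 genes. Reads shared between near-identical copies or a strain variant in one of them may account for some of these losses. Rps3a3 fell from 1962 to 24 reads while its related gene Rps3a1 had 326 reads in WT and 337 in knock-in, so the lost reads did not move to Rps3a1. The comparison does not settle the explanation, since pseudogenes were examined because of this pattern and how the authors counted such reads is not stated. Tpm3-rs7, annotated as protein coding and so outside this comparison, fell from 1614 to 245 reads while Tpm3 rose from 8341 to 10816, and the cause was not tested.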
